# Effect of L-carnitine on the hepatic transcript profile in piglets as animal model

**DOI:** 10.1186/1743-7075-8-76

**Published:** 2011-10-31

**Authors:** Janine Keller, Robert Ringseis, Steffen Priebe, Reinhard Guthke, Holger Kluge, Klaus Eder

**Keywords:** carnitine, pig, microarray, gene expression, liver

## Abstract

**Background:**

Carnitine has attracted scientific interest due to several health-related effects, like protection against neurodegeneration, mitochondrial decay, and oxidative stress as well as improvement of glucose tolerance and insulin sensitivity. The mechanisms underlying most of the health-related effects of carnitine are largely unknown.

**Methods:**

To gain insight into mechanisms through which carnitine exerts its beneficial metabolic effects, we fed piglets either a control or a carnitine supplemented diet, and analysed the transcriptome in the liver.

**Results:**

Transcript profiling revealed 563 genes to be differentially expressed in liver by carnitine supplementation. Clustering analysis of the identified genes revealed that most of the top-ranked annotation term clusters were dealing with metabolic processes. Representative genes of these clusters which were significantly up-regulated by carnitine were involved in cellular fatty acid uptake, fatty acid activation, fatty acid β-oxidation, glucose uptake, and glycolysis. In contrast, genes involved in gluconeogenesis were down-regulated by carnitine. Moreover, clustering analysis identified genes involved in the insulin signaling cascade to be significantly associated with carnitine supplementation. Furthermore, clustering analysis revealed that biological processes dealing with posttranscriptional RNA processing were significantly associated with carnitine supplementation.

**Conclusion:**

The data suggest that carnitine supplementation has beneficial effects on lipid and glucose homeostasis by inducing genes involved in fatty acid catabolism and glycolysis and repressing genes involved in gluconeogenesis.

## Background

Carnitine (3-hydroxy-4-*N, N, N*-trimethylaminobutyric acid) belongs to the class of conditionally essential nutrients and has a number of indispensable functions in intermediary metabolism. Carnitine is necessary for fatty acid metabolism due to its role in the transfer of long-chain fatty acids (acyl groups) from the cytosol into the mitochondrial matrix for subsequent β-oxidation [1]. Moreover, carnitine facilitates the transport of peroxisomal β-oxidation products to the mitochondria, the export accumulating acyl-groups and acts as a CoA buffer in mammalian cells [2]. Carnitine in the body originates from intestinal absorption from dietary sources, especially meat, fish and dairy products [3] and enzyme catalyzed endogenous synthesis [4], which involves five enzymatic steps. Given that the last enzyme required for carnitine synthesis, γ-butyrobetaine hydroxylase, is only active in liver and kidney, other tissues than liver and kidney are dependent on the active uptake of carnitine from blood into tissues which is catalyzed by novel organic cation transporters (OCTN), particularly OCTN2 which is the physiologically most important carnitine transporter [5].

In livestock animal nutrition, supplementation with L-carnitine has attracted great interest due to its ability to improve performance characteristics, such as growth rate, feed conversion ratio, protein:fat accretion [6-8]. However, L-carnitine is also of interest for human nutrition because recent studies indicated that L-carnitine exerts several other effects which may be useful for the treatment of degenerative and metabolic disorders. For instance, supplementation of L-carnitine or acyl-carnitines has been associated with protecting against neurodegeneration [9], age-dependent mitochondrial decay [10], and oxidative stress [11]. In addition, L-carnitine was shown to improve glucose tolerance and insulin sensitivity in animals as well as in healthy and diabetic patients [12,13]. Moreover, L-carnitine supplementation was shown to be useful for the treatment of hepatic steatosis induced by total parenteral nutrition in rodents [14] and nonalcoholic steatohepatitis in humans [15,16]. Furthermore, L-carnitine was reported to reduce hepatic inflammation and plasma levels of cytokines and acute phase proteins in patients with chronic hepatitis C [16]. The mechanisms underlying many of these beneficial effects of L-carnitine are largely unknown. Therefore, the present study was designed to gain insight into mechanisms and pathways influenced by L-carnitine. For this end, we used piglets, indicating many genetical and physiological similarities with humans, making it an optimal species to study the effect of L-carnitine on transcript profile.

We considered the liver as the target organ because it plays a central role in whole body metabolism by regulating glucose and lipid homeostasis as well as protein synthesis. In this sense, we used liver samples taken from a previous experiment with piglets [17] which were fed a either a control diet with a low native carnitine content or a diet supplemented with 500 mg/kg diet L-carnitine and performed genome-wide transcript profiling in the liver of these piglets.

## Methods

### Animal experiment

The animal experiment was approved by the local Animal Care and Use Committee. As described recently in more detail [17], the experiment was performed with sixteen male crossbred pigs [(German Landrace × Large White) × Pietrain] with an average body weight of 10 ± 1 (mean ± SD) kg. The pigs were assigned to two groups (control group and carnitine group) and fed experimental diets for a period of 21 days. The control group received a basal diet with a low native carnitine concentration (< 5 mg/kg) which was nutritionally adequate for growing pigs in a body weight range between 10 and 20 kg, according to the recommendations of the German Society for Nutrition Physiology (Gesellschaft für Ernährungsphysiologie, 2006). The carnitine group received the same diet supplemented with 500 mg L-carnitine (obtained from Lohmann Animal Health, Cuxhaven, Germany) per kg. Blood was collected and plasma obtained by centrifugation of the blood, and liver was excised. Plasma and liver samples were immediately stored at -80°C until analysis. A full description of diet composition, feeding regime, sample collection and carnitine analysis of diets and tissues can be found in our recent publication [17].

### Carnitine analysis

Concentrations of free carnitine, acetyl carnitine and propionyl carnitine in liver of pigs fed either a control diet or a diet supplemented with 500 mg/kg carnitine for 20 days were determined by tandem mass spectrometry using deuterated carnitine-d_3 _(Larodane Fine Chemicals, Malmö, Sweden) as internal standard as described recently in detail [17]. Concentration of total carnitine represents the sum of free carnitine, acetyl carnitine and propionyl carnitine.

### RNA isolation and quality control

Total RNA was prepared from 20-30 mg of frozen liver tissue using the RNeasy Minikit (Qiagen, Hilden, Germany) according to the manufacturer's protocol. Afterwards, the RNA concentration and purity were estimated from the optical density at 260 and 280 nm, respectively. The A260/280 ratio of all individual samples was 1.98 ± 0.02 (mean ± SD). The integrity of the total RNA was checked by 1% agarose gel electrophoresis. RNA was judged as suitable for array hybridization only if the samples exhibited intact bands corresponding to the 18S and 28S ribosomal RNA subunits.

### Microarray analysis

For microarray analyses, two RNA pools for each group (control, n = 2; carnitine group, n = 2) were prepared, with RNA from 4 animals contributing to each RNA pool. Hybridization to the Affymetrix GeneChip porcine genome arrays (Affymetrix) containing 23,937 probe sets that represent approximately 23,256 porcine transcripts and quality assessment of the hybridization process were performed at the Center of Excellence for Fluorescent Bioanalytics (KFB) at the University of Regensburg for hybridization to the Affymetrix GeneChip porcine genome arrays (Affymetrix, UK). The microarray data related to all samples have been deposited in NCBI's Gene Expression Omnibus (GEO) public repository (GEO accession number GSE22931) [18]. Data analyses and functional interpretation of microarray data using the bioinformatic tools from the Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatic resource [19] were performed as described recently in detail [17].

### Quantitative real-time RT-PCR (qPCR)

Differential expression data of selected genes, FbxL3 (F-box/LRR-repeat protein 3), FbxL20 (F-box/LRR-repeat protein 20), FbxO32 (F-box protein 32), ESRRG (estrogen-related receptor gamma isoform 2), HECTD2 (HECT domain containing 2 isoform b), DRE1 (DRE1 protein), GPD1 (Glycerol-3-phosphate dehydrogenase), MTTP (Microsomal triglyceride transfer protein), ACSL3 (Long-chain-fatty-acid-CoA ligase 3), ACADSB (Acyl-CoA dehydrogenase, short/branched chain specific), GLUT8 (Glucose transporter type 8), GCK (Glucokinase), GPAT (Glycerol-3-phosphate acyltransferase) and USP10 (ubiquitin specific peptidase 10) obtained from Affymetrix GeneChip analysis were validated by using qPCR carried out on a Rotorgene 2000 system (Corbett Research, Mortlake, Australia). For qPCR all individual samples (n = 8/group) contributing to the RNA pools for microarray analysis were used. cDNA synthesis and qPCR analysis was performed as described recently in detail [17]. Gene-specific primers (Eurofins MWG Operon, Ebersberg, Germany) were designed using Primer3 and BLAST. Characteristics of the porcine primer pairs are listed in Table 1. Expression values of selected genes were normalized using the GeNorm normalization factor. Procedure of normalization, characteristics of gene-specific primers and the average expression stability ranking of the six potential reference genes in liver of piglets were previously described in detail [20]. Relative expression ratios are expressed as fold changes of mRNA abundance in the carnitine group compared to the control group.

**Table 1:** Characteristics of porcine primer pairs used for validation of microarray analysis using RT-PCR

Gene symbol	Primer sequence (5^'^-3^'^)	GenBank **accession no**.	Product size (bp)
ACADSB	For:TCGTGATACCGAGGGCCTCCG	XM_001926297.2	196
	Rev:TCCCAGCATCTGTGCCGCAA		
ACSL3	For:TCGCTGCACAGGCCTGCTTC	NM_001143698.1	174
	Rev:GCAGGCGCGGCACTAGAGAG		
DRE1	For:CAACAACCTCCGATACTACC	NP_060114.2	158
	Rev:GGTCCTCCACCAATCACAAA		
ESRRG	For:GGATCAGATGAGTCTTCTGC	XM_003357621.1	127
	Rev:GGACTGGTCTTCATCCATTAT		
FbxL3	For:CATAGGAGACACACCGTCTA	Q9UKT7	637
	Rev:GTGGGCATCATGTCTGGAAA		
FbxL20	For:GTGAGGGATGTCCACTGTTG	XM_003131523.2	128
	Rev:CTGTGTGCAGCCTTTTAAGAA		
FbxO32	For:TCACAGCTCACATCCCTGAG	NM_001044588	167
	Rev:GACTTGCCGACTCTCTGGAC		
GCK	For:GAGCGAGAGAGCAGAGCCTCAGA	XM_003356680.1	221
	Rev:CTGGAGCCAGCCTCCGAACG		
GLUT8	For:GTGGAGCCCACCGATGCCAG	EU012361.2	145
	Rev:CCACGCCCTTGACGTGCAGA		
GPAT	For:GAATTGATCTCTCCACGTTG	XM_001927875.1	257
	Rev:CCTCCATGATAAAGTCGTGG		
GPD1	For:GGCCGGCTGGCACACTTTGA	NM_001190240.1	354
	Rev:CATGGGGATGCCAAGGCGCT		
HECTD2	For:GGTTTGGACAGAGGATCCAAA	XM_003361201.1	130
	Rev:CATTCTTGATGTTAGGGAAAAC		
MTTP	For:TCCCGCTGCACCAAGAGAACT	NM_214185.1	151
	Rev:TACCTCGGCACGGTGCATCGT		
USP10	For:GTGGTGTACCAGCAGAGCT	XM_003126825.2	157
	Rev:GCTTGGTTTTGGTGGTGTAG		

### Statistical analysis

Values presented in the text are means ± SD. Data were analyzed by one factorial analysis of variance with dietary carnitine concentration as factor using the Minitab statistical software (Release 13, Minitab Inc., State College, PA, USA). For statistical significant *F*-values (P < 0.05), means of both groups were compared by Fisher's multiple range test.

## Results

### Feed intake, final body weight and feed conversion ratio

Feed intake, final body weights and feed conversion ratio of piglets were not different between both groups [17].

### Concentration of carnitine in the liver

Pigs supplemented with L-carnitine had approximately 10-fold higher concentrations of free and total carnitine in the liver (P < 0.05; Figure 1) than control pigs.

**Figure 1:**
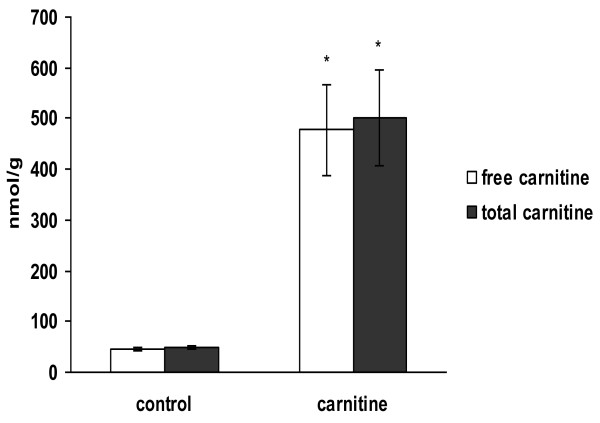
**Concentrations of free and total carnitine in the liver of growing piglets fed either a control diet or a diet supplemented with 500 mg L-carnitine per kg diet for 21 days**. Bars are mean ± SD (n = 8/group), * indicates significant differences (P < 0.05) between groups (Fisher's multiple range test).

### Identification of differentially expressed genes

A total of 638 probe sets were differentially expressed (fold change ≥ 2.0 and ≤ -2.0) between the L-carnitine and the control group. Of these probe sets, 372 were up-regulated by L-carnitine and 266 probe sets were down-regulated by L-carnitine. 

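The array experiment set the liver transcripts of piglets on a basal diet beside those of piglets whose diet held added L-carnitine (500 mg/kg) over a feeding period of 21 days, with 8 pigs per diet. The livers were taken 2.5 h after a meal. RNA of 4 pigs was combined in each pool, and the 2 pools per diet were each hybridized to a single-colour Affymetrix porcine GeneChip, so that 4 arrays carry the comparison and the spread between pools of the same diet is the only measure of error. The labels number the pools of each diet as biological replicates. The submitters' processing notes name Affymetrix Expression Console 1.1, GCOS 1.1.2 and MAS5 5.0. The authors' deposited values are MAS5 signal intensities on a linear scale and scaled so that the arrays share the same trimmed mean. The median signal was 109 and 113 on the carnitine arrays and 114 on both control arrays.
Signals were put on the log2 scale with no pseudocount. Of 24123 probe sets, 124 Affymetrix controls were left out and 23999 were tested with limma, which fitted the trend of the variance with signal, and p-values were adjusted by the Benjamini-Hochberg method. A fold change is 2 raised to the difference of the mean log2 signals, with a minus sign where the carnitine pools were lower, as in the paper's tables. The annotation gave 1 gene symbol to 10069 probe sets, several to 198 and none to 13732. Gene lists were written before the data were examined and tested with camera at a preset correlation of 0.01. The brightest probe set of each gene was used, and genes with a mean signal below 111, the median of all probe sets, were left out. An alternative took a correlation estimated from the data. There, with 2 residual degrees of freedom, the smallest unadjusted p of the 27 pathway lists was 0.0942. That setting therefore cannot separate 1 list from another. With 2 pools against 2, an exact permutation test cannot give a two-sided p below 0.333. By chance, all 4 pairwise comparisons lie in one direction in 33.3% of cases. Fits that left out a pool kept 1 pool of its diet. Their p-values do not measure the spread between pools of that diet.
The 3' to 5' signal ratio of the GAPDH control, a sign of RNA integrity and labelling, was 18.7 and 16.1 on the carnitine arrays and 12.5 and 11.6 on the control arrays. For actin the ratios were 157 and 136 against 91.2 and 86.7, so that both controls separated the diets. Those of EF1A overlapped, at 23.4 and 29.6 against 57.9 and 18.2, and the dap spike-in had lower ratios on the carnitine arrays, at 11.0 and 7.83 against 19.7 and 17.8.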

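Signals differed by 2-fold or more between the diets for 3828 probe sets, of which 1927 were higher and 1901 were lower in the carnitine pools. Most of these transcripts gave dim signals: 3390 lay below the median signal of the array and 438 above it, and among the 438 brighter probe sets 255 were higher and 183 lower. All 4 comparisons of a carnitine pool with a control pool reached 2-fold in the same direction for 427 higher and 391 lower probe sets. In limma, 1 probe set passed an adjusted p of 0.05, that of the glutathione S-transferase listed first in Table 2, and it was higher in the carnitine pools, while 0 were lower. At an unadjusted p under the same threshold 1133 were higher and 943 lower, a balance that turned when carnitine pool 1 or carnitine pool 2 was left out. A one-factor analysis of variance, the test named in the statistics section, left 0 probe sets after adjustment and 1682 before it.
With dim signals raised to the 25th percentile of each array, 889 probe sets lay at 2-fold, 884 of them among the 3828. An offset of 64 added to every signal gave 265. Without carnitine pool 1 or carnitine pool 2 the number past the adjusted p was 0, without control pool 1 it was 8, and without control pool 2 it was 4, while 984 probe sets had an unadjusted p under 0.05 without carnitine pool 2.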

The 15 most strongly up-regulated and down-regulated probe sets are shown in Table 2. 

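The strongest change was in a glutathione S-transferase, an enzyme that conjugates reactive compounds to glutathione. Its probe set, which Table 2 names GSTA3 and the annotation used here GSTA1, rose from 63.2 ± 32.9 (SD, n = 2 pools) in the control pools to 7851 ± 2699.7 (SD, n = 2 pools) in the carnitine pools, a log2 fold change of 7.02 (standard error 0.41, adjusted p = 0.00969 from limma). The other probe sets annotated to GSTA1 were already bright, with mean control signals of 28096 and 39099, and had log2 fold changes of -0.22 and -0.31. APOA4, an apolipoprotein of triglyceride-rich particles, had signals of 2888 and 18272 in the carnitine pools and 184 and 1042 in the control pools. CYP2J34, listed as CYP2J2, had a log2 fold change of 3.20 (standard error 0.69, adjusted p = 0.342 from limma), and PTGES3, a co-chaperone listed as TEPB, one of 3.20 with a smaller standard error of 0.41 (adjusted p = 0.174), while its other, brighter probe set gave 0.031 (standard error 0.28). The log2 fold change of CYP2J34 was 4.38 without control pool 1 and 2.01 without control pool 2. Its signals in the control pools were 241 and 46.7.
Among the lower probe sets, SLC18A2, a monoamine transporter, had signals of 604 and 499.5 in the carnitine pools against 2844 and 2719 in the control pools (log2 fold change -2.34, standard error 0.20, adjusted p = 0.0755 from limma), and it passed with dim signals raised to the 25th percentile (adjusted p = 0.0310). CCNG2, a cyclin, gave 188 and 182 against 761 and 967. ULK1, a kinase that starts autophagy, gave 712 and 497 against 2196 and 4090. The signal of MBL2, the mannose-binding lectin listed as MBP-C, was 3018 and 397 in the carnitine pools against 6902 and 5917. The pools of CD109 overlapped between the diets, and 25 of the 30 reached an unadjusted p under 0.05.
The 15 higher probe sets of Table 2 were not the 15 with the highest fold among all that were measured, since 119 probe sets had a fold at least as high as the lowest of them, 6 of these above the median signal. For the lower ones the number was 416, of which 11 lay above the median signal. In Table 2, 14 of the 30 probe sets lay below that median. Without carnitine pool 1 the glutathione S-transferase had a log2 fold change of 7.38 (standard error 0.55, adjusted p = 0.240 from limma) and without carnitine pool 2 one of 6.66 (standard error 0.56, adjusted p = 0.954), so that the call was lost while the difference stayed of the same size.

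**Figure D1:**
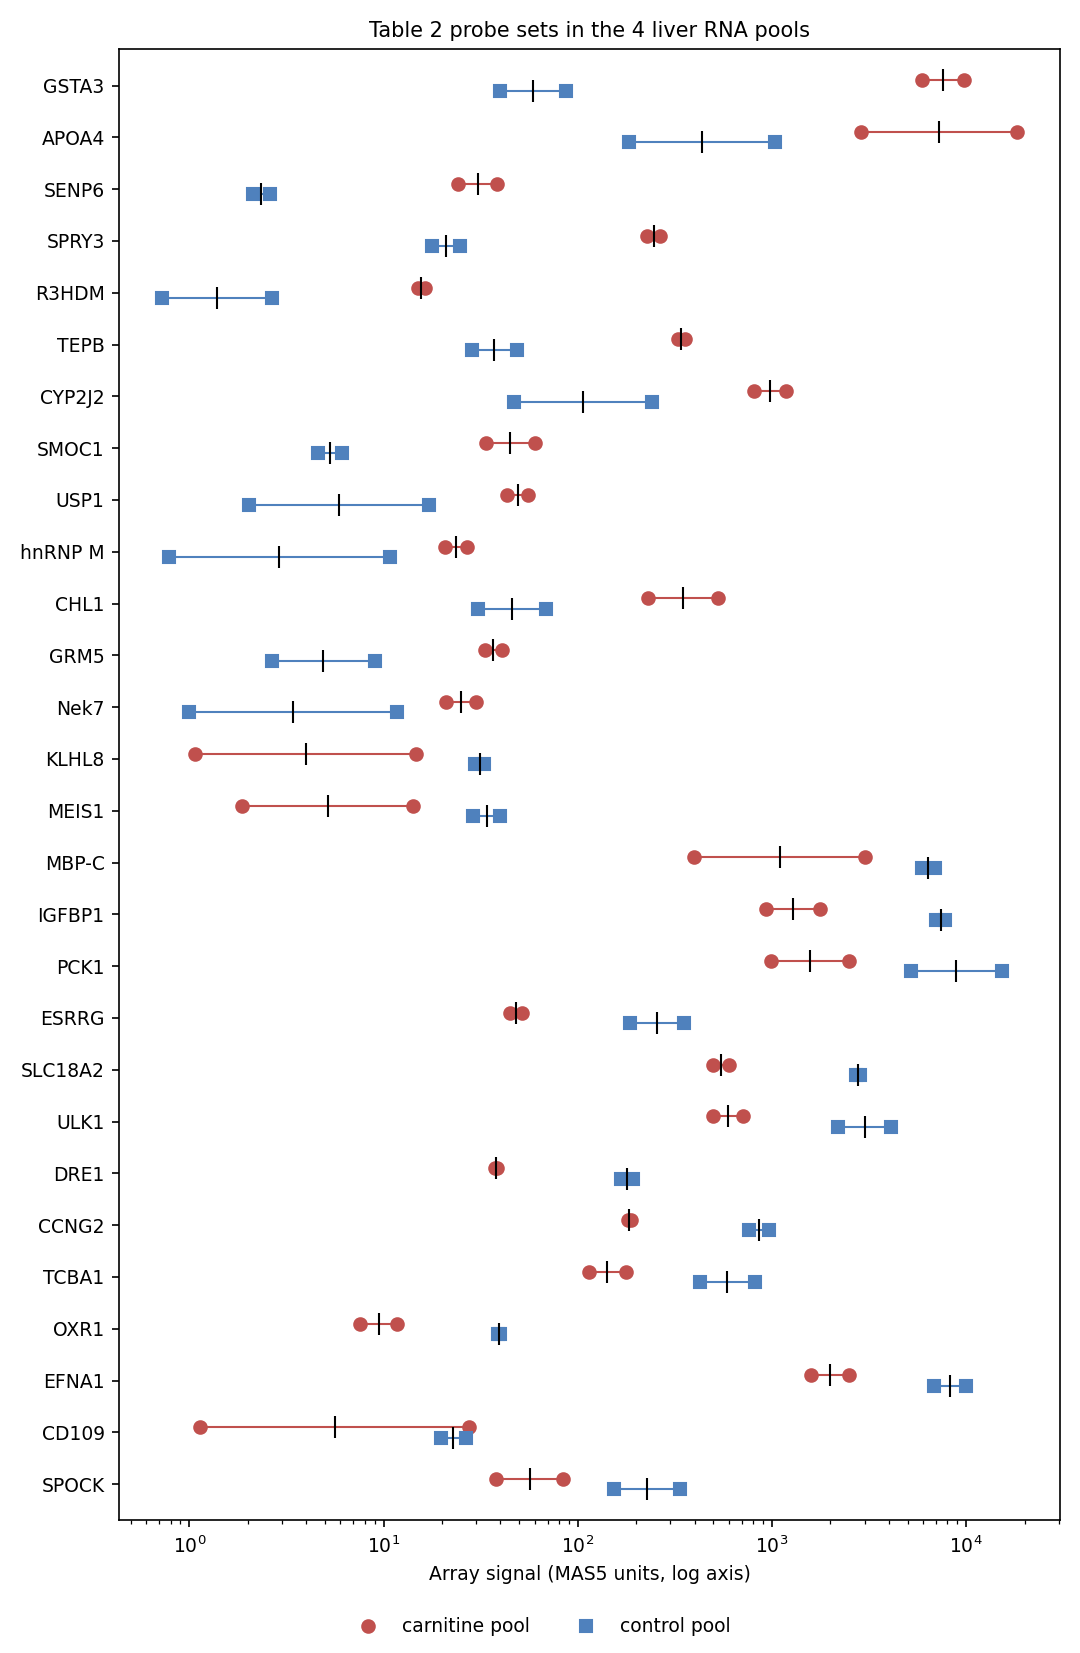
Signal of 28 probe sets of Table 2 in the 4 liver RNA pools, on a log axis in MAS5 units, with circles for the carnitine pools, squares for the control pools, a line joining the 2 pools of a diet and a black tick at their geometric mean. The circles and squares of CD109 overlap, and the glutathione S-transferase at the top has the widest gap.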

Because the Affymetrix GeneChip porcine genome array is poorly annotated, the differentially expressed probe sets were largely annotated by the annotation list created by Tsai et al. [21]. 563 porcine Affymetrix probe sets were matched to human RefSeq entries and converted into human Affymetrix probeset IDs. Conversion of porcine Affymetrix probe set IDs into the human probe set IDs was necessary for subsequent analysis by the DAVID bioinformatic resource because this platform cannot use porcine gene information. The distribution of signal intensities of the differentially expressed probe sets of the two control and carnitine arrays are shown in Figure 2.

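The carnitine pools resembled each other more closely than the control pools did. Over the probe sets above the median signal, the log2 signals of the 2 carnitine arrays correlated across probe sets at r = 0.974 and those of the 2 control arrays at r = 0.946, while pairs of a carnitine and a control array gave r from 0.938 to 0.954. Probe sets are not independent replicates, and these values describe the 4 arrays. Between the control pools 7.47% of the brighter probe sets differed by 2-fold or more, between the carnitine pools 2.30%, and between pools of different diets from 5.84% to 9.48%. Markers of stellate cells and fibroblasts had a median log2 fold change of -0.19, which was -0.81 without control pool 1 and 0.42 without control pool 2. For markers of endothelial cells it was -0.88 without control pool 1, 0.29 without control pool 2 and 0.27 without carnitine pool 2. Markers of T and NK cells fell in the carnitine pools (6 genes, 0 of which passed alone, median log2 fold change -0.50, adjusted p = 0.0406 from camera). With an estimated correlation the adjusted p was 0.696, and that list did not pass without carnitine pool 2 or without control pool 1 (medians -0.37 and -0.18, adjusted p = 0.495 and 0.400), while its median was -0.87 without control pool 2.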

**Table 2:** The 15 most strongly up- and down-regulated genes in the liver of growing piglets fed with or without L-carnitine

Probe set ID	Gene name (Gene symbol)	FC*	Probe set ID	Gene name (Gene symbol)	FC*
*Up-regulated genes *			*Down-regulated genes*		
Ssc.16377.2.A1_at	Glutathione S-transferase A3-3 (GSTA3)	129.6	Ssc.27111.1.A1_at	Kelch-like protein 8 (KLHL8)	-7.9
Ssc.18484.1.S1_at	Hexokinase D (GCK)	26.5	Ssc.30350.1.A1_at	Homeobox protein Meis1 (MEIS1)	-6.6
Ssc.14503.1.S1_at	Apolipoprotein A-IV precursor (ApoA4)	16.6	Ssc.15845.1.S1_at	Mannose-binding protein C precursor (MBP-C)	-5.8
Ssc.13302.1.A1_at	Sentrin-specific protease 6 (SENP6)	13.0	Ssc.451.1.A1_at	Insulin-like growth factor binding protein 1 precursor (IGFBP-1)	-5.8
Ssc.12965.1.A1_at	Sprouty homolog 3 (SPRY3)	11.8	Ssc.22959.1.S1_at	Phosphoenolpyruvate carboxykinase, cytosolic (PCK1)	-5.7
Ssc.30459.1.A1_at	R3H domain protein 1 (R3HDM)	11.3	Ssc.24758.1.A1_at	estrogen-related receptor gamma isoform 2 (ESRRG)	-5.3
Ssc.25850.1.A1_at	Telomerase-binding protein p23 (TEPB)	9.2	Ssc.21169.1.S1_at	Synaptic vesicular amine transporter (SLC18A2)	-5.1
Ssc.5327.2.A1_at	Cytochrome P450 2J2 (CYP2J2)	9.2	Ssc.20502.1.S1_at	Serine/threonine-protein kinase (ULK1)	-5.0
Ssc.9177.1.A1_at	SPARC related modular calcium-binding protein 1 precursor (SMOC1)	8.5	Ssc.29392.1.A1_at	DRE1 protein (DRE1)	-4.7
Ssc.30207.1.A1_at	Ubiquitin carboxyl-terminal hydrolase 1 (USP1)	8.3	Ssc.14386.1.A1_at	Cyclin G2 (CCNG2)	-4.7
Ssc.8700.1.A1_at	Heterogeneous nuclear ribonucleoprotein M (hnRNP M)	8.1	Ssc.29946.1.A1_at	T-cell lymphoma breakpoint-associated target 1 (TCBA1)	-4.2
Ssc.8308.1.A1_at	cell adhesion molecule with homology to L1CAM precursor (CHL1)	7.6	Ssc.28087.1.A1_at	oxidation resistance 1 (OXR1)	-4.2
Ssc.18681.1.A1_at	Metabotropic glutamate receptor 5 precursor GRM5)	7.5	Ssc.2274.1.A1_at	Ephrin-A1 precursor (EFNA1)	-4.1
Ssc.29205.1.A1_at	Serine/threonine-protein kinase (Nek7)	7.3	Ssc.13343.1.A1_at	CD109 (CD109)	-4.1
Ssc.18831.1.A1_at	Glutaminase, kidney isoform, mitochondrial precursor (GLS)	6.8	Ssc.30210.1.A1_at	Testican-1 precursor (SPOCK)	-4.0

* FC = fold change

**Figure 2:**
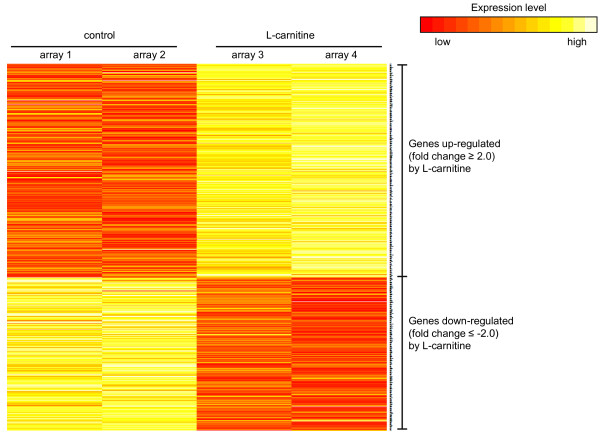
**Heat map illustrating the level of expression for the differentially expressed genes identified as a response to feeding a diet containing 500 mg L-carnitine per kg diet**. Based on log2 transformed signal intensities the heat map was generated with software package R (URL: http://www.R-project.org).

### Real-time RT-PCR verification of microarray data

A total of 14 genes were selected to validate the microarray data by the use of real-time RT-PCR. As shown in Table 3, all tested genes were differentially expressed with microarray analysis, however 3 genes were not significant at an FDR *P *value < 0.05. 

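Among the genes of Table 3, FBXO32, ESRRG and DRE1 had lower signals in both carnitine pools than in both control pools. FBXO32, the F-box protein atrogin-1, had signals of 89.6 and 77.5 in the carnitine pools against 246 and 374 in the control pools, a log2 fold change of -1.87 (standard error 0.35, adjusted p = 0.302 from limma). The probe set of ESRRG, an orphan nuclear receptor, gave 44.8 and 51.7 against 352 and 185, and that of DRE1, a kelch-like protein, 38.2 and 37.3 against 193 and 166. USP10, a deubiquitinase, was nearly level at 3224 and 3246 against 3207 and 2921 (log2 fold change 0.080, standard error 0.18). Of the 14 genes of Table 3, 11 have an annotated probe set here, and FbxL20 and HECTD2 were not analysed here. Of the 11, 7 differed by 2-fold or more, 9 had all 4 pairwise comparisons in one direction, 8 reached an unadjusted p under 0.05 and 0 passed the adjusted p in limma. Table 3 gives no probe set identifiers, so that where a gene has several the brightest was taken.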

The magnitude of differential expression tended to be higher by qPCR than those obtained from microarray analysis.

**Table 3:** qPCR and microarray gene expression analyses of liver tissue

Gene symbol	Mean fold changes	P-value	
	Microarray	qPCR	qPCR
ACADSB	2.24	4.61	0.057
ACSL3	2.15	3.48	0.001
DRE1	-4.8	-3.3	0.018
ESRRG	-5.6	-12.5	0.003
FbxL20	-2.9	-14.3	0.002
FbxL3	-2.4	-4.4	0.026
FbxO32	-3.6	-3.4	0.009
GCK	26.53	1.97	0.107
GLUT8	3.55	4.55	0.018
GPAT	-2.84	-1.67	0.173
GPD1	2.87	3.11	0.031
HECTD2	-2.9	-4.6	0.004
MTTP	2.14	1.75	0.031
USP10	-2.2	-3.2	0.026

### Identification of overrepresented annotation terms

563 genes identified to be differentially expressed were used for gene-term enrichment analysis using the DAVID Functional Annotation Chart tool. The analyses were based on the GO category biological process. The GO analysis assigned the 563 differentially expressed genes to 21 biological processes (p-value < 0.01). Most genes were allocated to the annotation terms cellular process (357 genes), metabolic process (262 genes), and cellular metabolic process (239 genes). The most significantly enriched annotation terms were (top-ranked: lowest p-values): cellular process (P = 2.0E-04), ribosome biogenesis (P = 3.8E-04), developmental process (P = 4.0E-04), ribonucleoprotein complex biogenesis (P = 4.6E-04), cellular metabolic process (P = 6.5E-04), multicellular organismal development (P = 1.5E-03), cellular protein metabolic process (P = 1.9E-03), rRNA processing (P = 2.1E-03), and rRNA metabolic process (P = 2.8E-03). The annotation terms with the highest fold enrichment were triglyceride metabolic process (4.5-fold), rRNA processing (3.5-fold), ribosome biogenesis (3.4-fold), and rRNA metabolic process (3.4-fold).

### Identification of clusters of functionally related annotation terms

To identify clusters of functionally related biological processes we used the DAVID functional annotation clustering tool. Clusters were ranked according to the enrichment score for each cluster reflecting the geometric mean of all the enrichment p-values (EASE scores) of each annotation term in the cluster. The 10 top-ranked clusters showing the highest enrichment scores are shown in Table 4. The top-ranked clusters allocated annotation terms dealing with RNA splicing (cluster 1), ribosomal RNA processing and non-coding RNA processing (cluster 2), triglyceride, acylglycerol, neutral lipid and glycerol ether metabolism (clusters 3 and 4) and regulation of glucose import and glucose transport (cluster 5). Further clusters summarized annotation terms dealing with chromosome localization (cluster 6), posttranslational protein folding (cluster 7), carbohydrate biosynthetic processes (cluster 8) and organic acid metabolic processes (cluster 9), and modification-dependent protein catabolic process and proteolysis involved in cellular protein catabolic process (cluster 10).

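Genes that help proteins fold were higher as lists in the carnitine pools, while single members lay on both sides of 0. Of 32 cytosolic chaperone and heat shock genes, a list that holds PTGES3 through its brighter probe set and not the one of Table 2, 7 were higher and 0 lower when adjusted over the list alone, while over all probe sets 0 passed in limma (9 higher and 0 lower at an unadjusted p). As a group these genes rose, with 21 above and 11 below 0 and a median log2 fold change of 0.20 (adjusted p = 0.00369 from camera). With an estimated correlation the adjusted p was 0.622, and the median of the list was 0.056 without carnitine pool 2 and 0.33 without carnitine pool 1. HSPH1, a partner of the heat shock protein HSP70, had a signal of 2204 ± 319 (SD, n = 2 pools) in the carnitine pools and 460 ± 73.9 (SD, n = 2 pools) in the control pools, and DNAJB1, a co-chaperone of HSP70, had a mean signal of 1951 against 641 (log2 fold change 1.60, standard error 0.19). Among 18 genes of the endoplasmic reticulum, 4 were higher and 0 lower when adjusted over the list alone, among them CRELD2 (log2 fold change 1.42, standard error 0.25), SDF2L1 (1.18, standard error 0.24) and MANF (1.06, standard error 0.21). That list rose as well, with 13 above and 5 below 0 and a median of 0.35 (adjusted p = 0.00539 from camera), but 0 of its genes passed over all probe sets, the adjusted p was 0.622 with an estimated correlation, and the call was lost without carnitine pool 1 (median 0.23, adjusted p = 0.0923) and without control pool 2 (0.13, adjusted p = 0.0930), with a median of 0.18 without control pool 1.
Proteasome subunits rose by a small amount, with a median log2 fold change of 0.13 over 28 genes (adjusted p = 0.0401 from camera, and adjusted p = 0.622 with an estimated correlation). None passed the test when adjusted over the list alone or over all probe sets, and 22 of the 28 had a log2 fold change above 0. PSMD14, a deubiquitinating subunit, had a mean signal of 1910.0 against 941 (log2 fold change 1.03, standard error 0.27). The call was lost without carnitine pool 2 (median 0.047, adjusted p = 0.378), without control pool 1 (0.21, adjusted p = 0.0586) and without control pool 2 (0.11, adjusted p = 0.136), and the median was 0.22 without carnitine pool 1. Ubiquitin ligases, deubiquitinases and SUMO proteases, a list of 24 genes that holds FBXO32 and USP10 of Table 3, had a median log2 fold change of 0.082 and a mean of -0.037, which differ in sign, and did not pass (adjusted p = 0.892 from camera, direction down). The median of that list was 0.013 without control pool 2 and 0.15 without control pool 1. When adjusted over the list alone FBXO32 was lower and 0 were higher, and over all probe sets 0 passed in limma, with 1 higher and 3 lower at an unadjusted p. The GAPDH 3' to 5' ratio, as a geometric mean, was 1.44 times as high on the carnitine as on the control arrays, and 4 of the 6 T and NK cell markers were lower in all 4 pairwise comparisons.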

**Table 4:** Identification of functionally related annotation groups (GO category biological process)

Cluster	GO terms	P-value
1	RNA splicing, via transesterification reactions	7.8E-03
	RNA splicing, via transesterification reactions with bulged adenosine as nucleophile	7.8E-03
	nuclear mRNA splicing, via spliceosome	7.8E-03
		
2	ribosomal RNA processing	2.1E-03
	ribosomal RNA metabolic process	2.8E-03
	non-coding RNA processing	1.2E-01
		
3	triglyceride metabolic process	9.9E-03
	acylglycerol metabolic process	1.7E-02
	neutral lipid metabolic process	1.8E-02
	glycerol ether metabolic process	2.0E-02
	organic ether metabolic process	2.3E-02
		
4	triglyceride biosynthetic process	3.0E-02
	neutral lipid biosynthetic process	5.1E-02
	acylglycerol biosynthetic process	5.1E-02
	glycerol ether biosynthetic process	6.0E-02
		
5	positive regulation of glucose import	2.9E-02
	positive regulation of glucose transport	2.9E-02
	regulation of glucose import	8.0E-02
	regulation of glucose transport	8.6E-02
		
6	mitotic metaphase plate congression	2.9E-02
	metaphase plate congression	4.3E-02
	chromosome localization	7.6E-02
	Establishment of chromosome localization	7.6E-02
		
7	chaperone mediated protein folding requiring cofactor	5.3E-02
	'de novo' posttranslational protein folding	5.3E-02
	'de novo' protein folding	5.3E-02
		
8	hexose biosynthetic process	7.1E-01
	monosaccharide biosynthetic process	7.1E-01
	alcohol biosynthetic process	7.1E-01
	cellular carbohydrate biosynthetic process	7.1E-01
	carbohydrate biosynthetic process	7.1E-01
		
9	carboxylic acid metabolic process	1.9E-01
	oxoacid metabolic process	1.9E-01
	organic acid metabolic process	2.0E-01
		
10	modification-dependent protein catabolic process	2.4E-01
	modification-dependent macromolecule catabolic process	2.4E-01
	proteolysis involved in cellular protein catabolic process	3.0E-01
	cellular protein catabolic process	3.1E-01
	protein catabolic process	3.7E-01

## Discussion

In the present study we aimed to get insight into potential mechanisms of L-carnitine by applying genome-wide transcript profiling in the liver of piglets. After feeding carnitine supplemented diets for 3 weeks, concentrations of free and total carnitine in the liver of the piglets were markedly increased (approximately 10-fold) compared to piglets fed diets without supplemental L-carnitine, indicating that the supplemental L-carnitine significantly improved the carnitine status of the piglets. As a main result we observed that 563 genes were differentially expressed by L-carnitine. This shows that supplemental L-carnitine influences gene expression in the liver of piglets and indicates that at least some of the biological effects of L-carnitine are mediated by altering gene transcription. 

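The diets differed most clearly among transcripts with bright signals. Above the 75th percentile of signal, 187 probe sets differed by 2-fold or more between the carnitine and the control pools, 119 of them higher and 68 lower. The 4 arrays can be divided into 2 and 2 in 3 ways, and the other divisions, which mix the diets, gave 56 and 52 such probe sets. Over the probe sets above the median signal the other divisions gave 179 and 161 at 2-fold, and over all probe sets 3424 and 3370. At an unadjusted limma p under 0.05 there were 2076 probe sets between the diets and 832 and 815 in the mixed divisions. With 3 divisions no share under 0.05 can be reached, so that these counts are a description. In data simulated with no change and the spread of these arrays, 3089 probe sets lay at 2-fold or more.
From the number of genes past the fold threshold, the paper states that L-carnitine influences liver gene expression, and proposes that part of its action runs through gene transcription.

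**Figure D2:**
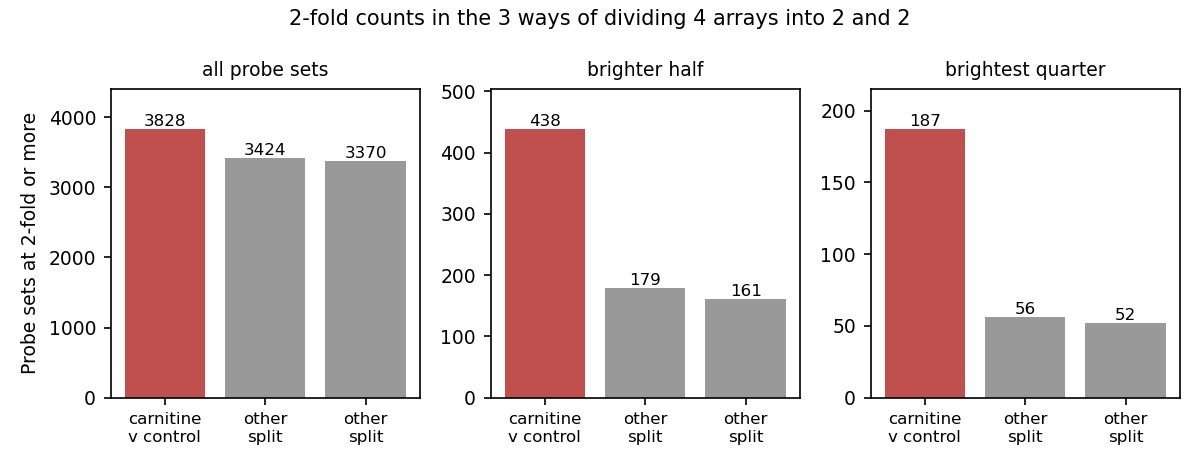
Number of probe sets at 2-fold or more in the 3 ways of dividing the 4 arrays into 2 and 2, for all probe sets, for those above the median signal and for those above the 75th percentile of signal, with the red bar for carnitine against control and grey bars for the divisions that mix the diets. The count of the red bar is a larger multiple of the grey counts as signals get brighter, with 187 against 56 and 52 in the panel of the brightest probe sets.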

To extract biological meaning from the observed alterations in gene expression we performed gene term enrichment analysis and functional clustering analysis with the 563 differentially expressed genes. Gene term enrichment analysis revealed that the most frequent biological processes associated with L-carnitine supplementation were dealing with metabolic processes. This was not surprising considering that the main function of L-carnitine is to stimulate energy metabolism by acting as shuttling molecule for long-chain fatty acids which also enhances the metabolic flux of glucose through the glycolytic chain. This was also confirmed by clustering analysis showing that 6 out of the 10 top-ranked clusters were dealing with metabolic processes. 

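Genes that take up, activate and oxidize fatty acids showed small differences in both directions. Of 26 such genes, 15 had a log2 fold change above 0 and 11 below 0, with a median of 0.16, and the list did not pass (adjusted p = 0.373 from camera). No gene passed the test, either over all probe sets or when adjusted over the list alone, and 1 was higher and 0 lower at an unadjusted p under 0.05. SLC27A6, ACSL3 and ACADSB are in the list and were chosen by the study on these samples. The brightest probe set of SLC27A6, a fatty acid transport protein, had signals of 126 and 259 in the carnitine pools against 93.9 and 60.2 in the control pools (log2 fold change 1.26, standard error 0.48, adjusted p = 0.527 from limma), and its other probe sets gave 0.85 and -0.74. ACSL3, a long-chain acyl-CoA synthetase, had 1262 and 750 against 1138 and 622 (log2 fold change 0.21, standard error 0.36). For ACADSB, which oxidizes short branched-chain acyl-CoA, the brightest probe set had 16334 and 15355 against 6536 and 22929 (log2 fold change 0.37, standard error 0.51), and a dimmer one gave 1.16 (standard error 0.66, adjusted p = 0.683). CPT1A, the entry enzyme of mitochondrial fatty acid oxidation, had a log2 fold change of 0.52 (standard error 0.25), and SLC25A20, the carnitine-acylcarnitine carrier of the inner mitochondrial membrane, one of 0.52 (standard error 0.24). Without carnitine pool 2 the values of CPT1A and SLC25A20 were 0.19 and 0.23, and without carnitine pool 1 they were 0.85 and 0.82. The direction of the list turned without carnitine pool 2 (median -0.018), that of ACADSB without control pool 1 (-0.53), and that of ACSL3 without carnitine pool 1 (-0.17) or control pool 2 (-0.23).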

Representative genes from one of these clusters dealing with metabolic processes (carboxylic acid metabolic process, oxoacid metabolic process, organic acid metabolic process) encoded proteins or enzymes involved in cellular fatty acid uptake (SLC27A6, solute carrier family 27/fatty acid transporter, member 6), fatty acid activation (ACSL3, Long-chain-fatty-acid-CoA ligase 3) and fatty acid β-oxidation (ACADSB, Acyl-CoA dehydrogenase, short/branched chain specific), and most of these genes including SLC27A6, ACSL3 and ACADSB were found to be significantly up-regulated by L-carnitine supplementation by microarray analysis and confirmed by qPCR, a more sensitive method for gene expression analysis. Thus, our data indicate that the well-known stimulatory effect of carnitine on fatty acid β-oxidation [22,23] is at least partially mediated by stimulating the transcription of genes involved in cellular fatty acid uptake, fatty acid activation and β-oxidation.

Clustering analysis further revealed that L-carnitine supplementation was significantly associated with biological processes involved in glucose metabolism, like glucose transport, conversion of glucose into glucose 6-phosphate, and glycolysis, and hexose biosynthetic processes, like gluconeogenesis. Representative genes included GLUT8 (glucose transporter type 8), GCK (Hexokinase D), GPD1 (Glycerol-3-phosphate dehydrogenase), PCK1 (Phosphoenolpyruvate carboxykinase), and FBP2 (Fructose-1,6-bisphosphatase isozyme 2). Moreover, the tandem enzyme PFKFB3 (6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3) which is responsible for maintaining the cellular levels of fructose-2,6-biphosphate, the most potent allosteric activator of one of the key regulatory enzymes of glycolysis, 6-phosphofructo-1-kinase, was also identified to be differentially expressed by L-carnitine. All the genes dealing with glucose metabolism like GLUT8, GCK and GPD1 were markedly up-regulated, at least 4-fold, by the supplemental L-carnitine. These strongly up-regulation could also observed by qPCR, supporting microarray analysis. 

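GLUT8 and GPD1 had higher signals in both carnitine pools than in both control pools. GLUT8, the glucose transporter encoded by SLC2A8, had signals of 799.9 and 1279.5 in the carnitine pools against 280.5 and 289 in the control pools (log2 fold change 1.83, standard error 0.28, fold 3.55, adjusted p = 0.208 from limma). For GPD1, which links glycolysis to glycerol-3-phosphate, the signals were 6367 and 7855 against 3042 and 4943 (log2 fold change 0.87, standard error 0.27, fold 1.82, adjusted p = 0.452). Its log2 fold change was 0.52 without control pool 1 and 1.22 without control pool 2.
The list of glucose uptake and glycolysis genes as a whole was close to level, with a median log2 fold change of 0.081 over 16 genes, 8 above and 8 below 0 (adjusted p = 0.257 from camera). Over all probe sets 0 members passed in limma, with 2 higher and 0 lower at an unadjusted p, and 1, SLC2A8, was higher when adjusted over the list alone. SLC2A8 and GPD1 were chosen by the study on these samples. LDHA had a log2 fold change of 0.72 (standard error 0.31) and GAPDH one of -0.13 (standard error 0.20). That of LDHA was 0.26 without control pool 1 and 1.17 without control pool 2. PFKFB3 was not analysed here. The median of the list was 0.014 without control pool 2 and 0.15 without control pool 1. It turned to -0.00998 with dim genes kept in.

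**Figure D3:**
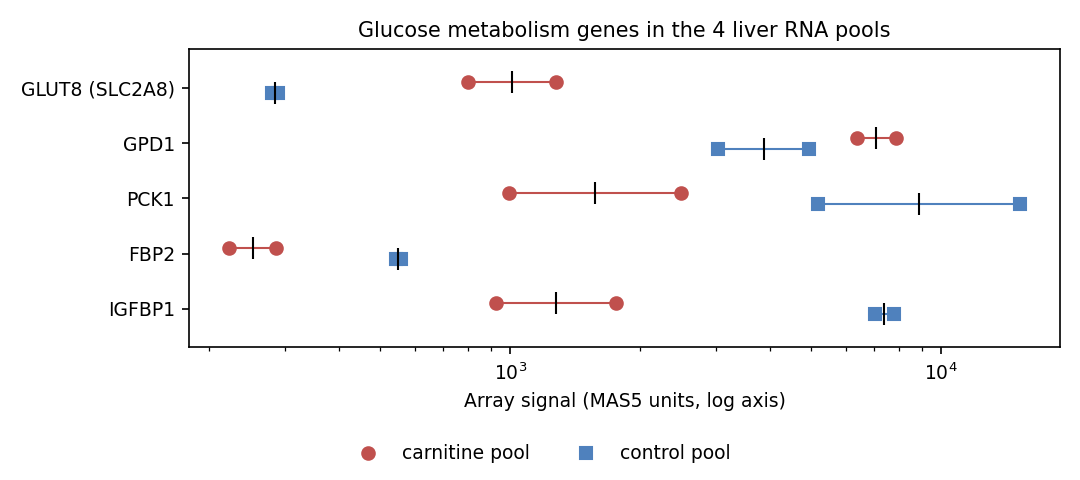
Signal of 5 genes of glucose metabolism in the 4 liver RNA pools, on a log axis in MAS5 units, with circles for the carnitine pools, squares for the control pools, a line joining the 2 pools of a diet and a black tick at their geometric mean. GLUT8 and GPD1 lie higher and PCK1, FBP2 and IGFBP1 lower in both carnitine pools.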

GCK which is the predominant hexokinase isoenzyme in the liver phosphorylating glucose for subsequent metabolism by either glycolysis, pentose phosphate shunt or glycogen synthesis was even induced 27-fold by L-carnitine supplementation - indicating that L-carnitine has a dramatic effect on glucose metabolism. Several studies have already shown that carnitine supplementation increases glucose disposal and glucose oxidation in animals as well as in healthy and diabetic patients [12,24,25] due to activation of the pyruvate dehydrogenase complex [26]. Besides allosteric regulation of the activity of enzymes of the glycolytic pathway, it is also well known that the flux through the glycolytic pathway can be increased by induction of the rate-limiting enzymes of this pathway, GCK and PFK1 (6-phosphofructo-1-kinase). Thus, our observations suggest that up-regulation of genes involved in glucose uptake, glucose phosphorylation and glycolysis also contributes to increased glucose oxidation by supplemental L-carnitine. In contrast to the genes involved in glucose metabolism, genes involved in gluconeogenesis, like PCK1 and FBP2 were significantly down-regulated in the liver of piglets by L-carnitine supplementation. This indicates that the positive effect of carnitine on glucose utilization is explained not only by stimulation of glycolysis but also suppression of gluconeogenesis in the liver. It has been recently shown in rats that dietary L-carnitine is capable of restoring an increase in the activity of the gluconeogenic enzymes PCK1, FBP2 and glucose 6-phosphatase caused by feeding fructose [27], which increases the availability of the gluconeogenic substrates pyruvate, lactate and glycerol. 

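PCK1 and FBP2 had lower signals in both carnitine pools than in both control pools. PCK1, the cytosolic enzyme that commits oxaloacetate to glucose synthesis, had signals of 991 and 2489.9 in the carnitine pools against 5177 and 15246 in the control pools, a log2 fold change of -2.50 (standard error 0.57, adjusted p = 0.359 from limma). FBP2, an isozyme of fructose-1,6-bisphosphatase, gave 222 and 287 against 543 and 557 (log2 fold change -1.12, standard error 0.25, adjusted p = 0.358). KLF15, a transcription factor that promotes gluconeogenesis, had a log2 fold change of -0.90 (standard error 0.22), and TAT, which breaks down tyrosine, one of -0.56 (standard error 0.18). Other enzymes of the pathway had values on the opposite side of 0, with 0.28 (standard error 0.21) for FBP1, the liver isozyme of fructose-1,6-bisphosphatase, 0.51 (standard error 0.32) for PC and 0.33 (standard error 0.25) for SLC37A4, the glucose-6-phosphate carrier.
Over the 13 genes of the gluconeogenesis list the median log2 fold change was -0.064 and the list did not pass (adjusted p = 0.207 from camera). When adjusted over the list alone, 4 genes were lower and 0 higher, among them PCK1 and FBP2, which the study chose on these samples. Over all probe sets 0 passed in limma, with 1 higher and 4 lower at an unadjusted p. The median of the list turned to 0.036 without carnitine pool 1, to 0.067 without control pool 2 and to 0.15 with the mean over all probe sets of a gene.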

The present findings suggest that inhibition of transcription of gluconeogenic genes by L-carnitine also contributes to the suppression of gluconeogenesis by carnitine, which has not been demonstrated yet. The exact reason for this effect of L-carnitine remains to be established. However, it has been suggested that the inhibitory effect of L-carnitine on gluconeogenic enzyme activities is the consequence of an improvement in the action of insulin [12,28], which is a known repressor of expression of gluconeogenic genes. Supportive of this assumption is also the identification of another annotation term cluster dealing with positive regulation of glucose import. 

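Components of the insulin signalling pathway did not pass the test as a group. Over 10 genes, among them the kinases AKT1 and AKT2 and the transcription factor FOXO1, the median log2 fold change was -0.082, 3 were above 0 and 7 below, and the adjusted p was 0.207 from camera. No gene passed over all probe sets or when adjusted over the list alone, with 0 higher and 1 lower at an unadjusted p in limma. The lower one was GAB1, a docking protein, with a mean signal of 497 in the carnitine pools against 765 in the control pools (log2 fold change -0.62, standard error 0.23). FOXO1, which insulin excludes from the nucleus, had a log2 fold change of -0.47 (standard error 0.22), PDPK1 one of -0.35 (standard error 0.21), AKT1 one of -0.15 (standard error 0.19) and AKT2 one of -0.13 (standard error 0.30). Without control pool 1 the values of PDPK1 and AKT1 were -0.16 and -0.067, and without control pool 2 they were -0.54 and -0.22. The receptors INSR and IGF1R and the receptor substrate IRS1, with FOXO3 and TSC1, lay below the median signal and were left out of the list, and IRS2, PIK3R1 and ERBB3 were not analysed here, since no probe set carries their symbols in the annotation. The median of the list was 0.019 without control pool 1 and -0.34 without control pool 2 (adjusted p = 0.0622 from camera).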

Considering that insulin is the most important regulator of glucose import, it was not surprising that genes belonging to this cluster were involved in insulin signaling, like IRS2 (Insulin receptor substrate-2), PIK3R1 (Phosphatidylinositol 3-kinase regulatory alpha subunit), and ERBB3 (Receptor protein-tyrosine kinase erbB-3 precursor). Besides regulation by insulin action, key gluconeogenic enzymes such as FBP2 are also known to be subject to complex allosteric regulation. Noteworthy, one of the allosteric inhibitors of FBP2 is fructose-2,6-biphosphate whose cellular levels are controlled by the abovementioned tandem enzyme PFKFB3. Thus, the activity of gluconeogenic enzymes may be influenced by L-carnitine through regulating the cellular availability of allosteric enzyme regulators as well.

Two other identified annotation term clusters were dealing with triglyceride metabolic and triglyceride biosynthetic processes. Representative genes were GPAT, which esterifies acyl-groups from acyl-ACP to the sn-1 position of glycerol-3-phosphate, an essential step in glycerolipid biosynthesis, and MTTP, which catalyses the transport of triglyceride, cholesteryl ester, and phospholipid between phospholipid surfaces, and is required for the secretion of apolipoprotein B containing lipoproteins from the liver. In rodents, L-carnitine administration was demonstrated to decrease liver lipids and hepatic steatosis after administration of a high fat diet, after parenteral nutrition, or after alcohol intoxication [14,29,30], with the mechanisms of action being largely unknown. Our observations that GPAT was down-regulated whereas MTTP and genes involved in fatty acid catabolism (SLC27A6, ACSL3, ACADSB) were up-regulated by L-carnitine supplementation in the liver of the piglets, confirmed by qPCR. Thus, our data indicates that inhibition of glycerolipid biosynthesis and stimulation of lipoprotein secretion and fatty acid catabolism may contribute to the decreased liver lipids in rodents fed L-carnitine.

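GPAM, the mitochondrial acyltransferase that starts glycerolipid synthesis, had lower signals in both carnitine pools, at 423 and 227 against 1008 and 767 in the control pools (log2 fold change -1.51, standard error 0.34, adjusted p = 0.358 from limma). MTTP, which loads triglycerides onto apolipoprotein B, had higher signals, at 3721 and 4954 against 1322 and 3052 (fold 2.14, adjusted p = 0.490). Its log2 fold change was 0.49 without control pool 1 and 1.70 without control pool 2. PNPLA2, the lipase that opens triglyceride breakdown, had a mean signal of 1106 in the carnitine pools against 2803 in the control pools (log2 fold change -1.34, standard error 0.20). DGAT1 and DGAT2, which complete triglyceride synthesis, had log2 fold changes of -0.58 (standard error 0.31) and 0.47 (standard error 0.38).
Of the 22 genes of triglyceride synthesis and lipoprotein secretion, 8 had a log2 fold change above 0 and 14 below. The median was -0.12 and the mean 0.057, so that they differ in sign, and the list did not pass (adjusted p = 0.204 from camera, direction down). When adjusted over the list alone, APOA4 was higher and PNPLA2 and GPAM were lower. Of these, APOA4 and GPAM are in the study's own tables, as is MTTP. Over all probe sets 0 passed in limma, with 3 higher and 3 lower at an unadjusted p.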

Besides metabolic processes, clustering analysis revealed that biological processes dealing with posttranscriptional RNA processing (mRNA splicing, ribosomal RNA processing, non-coding RNA processing) were significantly associated with L-carnitine supplementation. Noteworthy, almost all of these genes were significantly up-regulated in the liver of the piglets by the supplemental L-carnitine indicating that the biological functions exerted by the encoded proteins are stimulated by L-carnitine. 

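Genes that build ribosomes had higher signals in the carnitine pools as a group. Of 61 genes of ribosome biogenesis and rRNA processing, 54 had a log2 fold change above 0 and 7 below, and 12 were higher by 2-fold or more against 0 lower. The list rose, with a median log2 fold change of 0.57 (adjusted p = 8.0e-12 from camera). With an estimated correlation the adjusted p was 0.622. No pathway list passed in that setting, so that it cannot separate this list from the others. When adjusted over the list alone, 15 genes were higher and 0 lower, and over all probe sets 0 passed in limma (26 higher and 0 lower at an unadjusted p). GNL3, a nucleolar GTPase also called nucleostemin, had a mean signal of 1270.4 in the carnitine pools against 394 in the control pools (log2 fold change 1.66, standard error 0.25, adjusted p = 0.208). NOP56 and NOP58, core proteins of the particles that methylate rRNA, had log2 fold changes of 1.26 (standard error 0.25) and 1.06 (standard error 0.24), and PPAN, a factor of large subunit assembly, one of 1.34 (standard error 0.29).
For mRNA splicing the shift was smaller. Of 70 genes, 48 had a log2 fold change above 0 and 22 below, with a median of 0.17, and the list did not pass (adjusted p = 0.102 from camera). No gene passed over all probe sets or when adjusted over the list alone, with 8 higher and 1 lower at an unadjusted p. The splicing factor SRSF3 had a signal of 7331 ± 785 (SD, n = 2 pools) against 2833 ± 1650.4 (SD, n = 2 pools), SNRPD1, a core protein of the spliceosome, had a log2 fold change of 0.96 (standard error 0.25), and SRSF5 one of -0.62 (standard error 0.20). The log2 fold change of SRSF3 was 0.87 without control pool 2 and 2.13 without control pool 1. The splicing list passed without carnitine pool 1 (adjusted p = 0.0256), without control pool 1 (0.00567) and with dim genes kept in (0.0419), while its median was 0.029 without control pool 2 (adjusted p = 0.519) and 0.091 without carnitine pool 2 (0.432).
The proteins of the finished ribosome went the other way. Of 56 cytosolic ribosomal protein genes, 50 had a log2 fold change below 0 and 6 above, and the list fell by a small amount, with a median of -0.22 (adjusted p = 1.9e-07 from camera, and adjusted p = 0.622 with an estimated correlation). With quantile normalization the median was -0.11. None passed when adjusted over the list alone or over all probe sets in limma, where 0 were higher and 3 lower at an unadjusted p. RPL11 had a mean signal of 12721 against 19955 (log2 fold change -0.65, standard error 0.19) and RPL14 one of 17648 against 26326 (-0.58, standard error 0.20). The 3' to 5' ratio of the actin control, as a geometric mean, was 1.65 times as high on the carnitine as on the control arrays, and all 6 T and NK cell markers had a log2 fold change below 0.

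**Figure D4:**
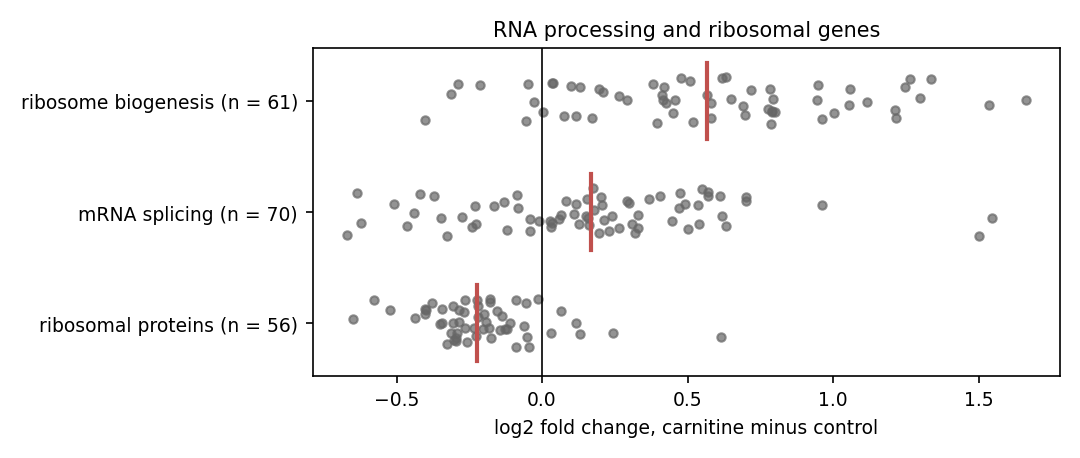
log2 fold change, carnitine minus control, of each gene of 3 lists, with 1 point per gene spread vertically for legibility, a red bar at the median and a black line at 0. The points of ribosome biogenesis lie mostly to the right of 0 (median 0.57), those of mRNA splicing on both sides (0.17) and those of the ribosomal proteins mostly to the left (-0.22).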

Posttranscriptional RNA processing, which includes precursor-mRNA splicing, is one of the main regulatory mechanisms of gene expression which results in a repertoire of mRNAs, and consequently of proteins, much larger than expected from the number of genes. This process contributes substantially to cell-specific and tissue-specific gene expression, and it is estimated that over 60% of human genes are alternatively spliced [31]. Although the exact biological meaning of the up-regulation of genes dealing with posttranscriptional RNA processing by L-carnitine is unclear, it is obvious that L-carnitine supplementation has a stimulatory effect on this important regulatory mechanism of gene expression. It is therefore possible that the alterations in gene expression observed with L-carnitine supplementation are mediated, at least partially, by modulating posttranscriptional RNA processing.

As far as the physiological relevance of the carnitine dose (500 mg/kg) used in this study is concerned, it has to be noted that omnivorous humans are reported to generally ingest 0.3-1.9 mg of carnitine per day and kg of body weight [32]. Based on a daily feed consumption of approximately 500 g per day and a final body weight of the piglets of about 17 kg this relates to 15 mg of carnitine/kg body weight indicating that the carnitine dose applied to the piglets was at least 8-fold higher than achieved in humans by a normal diet. However, when compared to several clinical trials in which free carnitine was supplemented up to 3 g per day and subject [33-35], which relates to 40 mg carnitine/kg body weight for a human weighing 70 kg, the dose applied in our study can be regarded as low. Therefore, the beneficial effects of carnitine supplementation on several metabolic parameters observed in the abovementioned clinical trials may be at least partially explained by the alterations in gene expression found in our pig model. In several clinical trials, carnitine supplementation was shown to improve glucose homeostasis and insulin sensitivity in obese, insulin resistant and diabetic subjects [36,37]. Due to theses effects carnitine supplementation has gained significant attention as a tool for the treatment or prevention of insulin resistance and type 2 diabetes mellitus [38]. The improvement of glucose tolerance has been explained by a normalization of mitochondrial fuel metabolism, which is perturbed during insulin resistance due to an intracellular accumulation of acyl-CoA derivatives. Recent evidence indicates that carnitine supplementation corrects these mitochondrial perturbations through an increased efflux of acyl-carnitine out of mitochondria and cells into the blood [39]. Based on our transcriptomic data it cannot be evaluated whether or not acyl-carnitine efflux and mitochondrial function was stimulated by carnitine in the piglets of this study. However, since convincing evidence from both human and animal studies suggests that carnitine lowers "mitochondrial stress" and improves mitochondrial function, in particular in the face of energy surplus, we suggest that carnitine also improved mitochondrial function in our pig model.

In conclusion, results of the present study show that supplemental L-carnitine influences gene expression in the liver of growing piglets. Our data suggest that L-carnitine supplementation has beneficial effects on lipid and glucose homeostasis by inducing genes involved in fatty acid catabolism and glycolysis and repressing genes involved in gluconeogenesis. In addition, the data indicate that the effects of L-carnitine on transcription of glycolytic and gluconeogenic genes are mediated by potentiating the action of insulin and that at least some of the alterations in gene expression observed with L-carnitine supplementation are mediated by modulating posttranscriptional RNA processing. 

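Genes that insulin represses or that fasting induces had lower signals in the carnitine pools as a group. Of 21 such genes, targets of the transcription factor FOXO1 among them, 16 had a log2 fold change below 0 and 5 above, and 12 were lower in all 4 pairwise comparisons of a carnitine with a control pool. The list fell, with a median log2 fold change of -0.66 (adjusted p = 5.9e-06 from camera). With an estimated correlation the adjusted p was 0.622, in a setting where no pathway list passed. Without control pool 2 the median was -0.44. When adjusted over the list alone, 1 gene was higher and 10 were lower, while over all probe sets 0 passed in limma, with 2 higher and 10 lower at an unadjusted p. IGFBP1, PCK1, CCNG2 and FBXO32 are in the study's own tables, so that the direction of the whole list is not independent of them.
IGFBP1, a binding protein of insulin-like growth factors whose liver transcript insulin represses, had signals of 1761 and 927 in the carnitine pools against 7010 and 7769 in the control pools (log2 fold change -2.53, standard error 0.30, adjusted p = 0.174 from limma), while its dim probe set gave 0.23 (standard error 0.97). Among members outside the tables, KLF9 had a log2 fold change of -1.65 (standard error 0.33), PDK4, which spares glucose by inhibiting pyruvate dehydrogenase, one of -1.17 (standard error 0.33), and SESN1 one of -0.97 (standard error 0.22). That of PDK4 was -0.69 without carnitine pool 2 and -1.65 without carnitine pool 1. ANGPTL4, an inhibitor of lipoprotein lipase, lay on the opposite side with 1.76 (standard error 0.55; 0.81 without control pool 1 and 2.71 without control pool 2), as did FKBP5, a glucocorticoid-induced gene, with 0.62 (standard error 0.23). Genes that insulin or a meal induces did not pass as a list (18 genes, median 0.0082, adjusted p = 0.373 from camera), with 3 higher and 0 lower when adjusted over the list alone and 0 past the adjusted p over all probe sets in limma (4 higher and 2 lower at an unadjusted p). Their median was -0.30 without carnitine pool 1, -0.028 without control pool 1 and 0.43 without carnitine pool 2, where the list passed (adjusted p = 0.0305). The 3' to 5' ratios of GAPDH and actin, but not those of EF1A and the dap spike-in, were higher on each carnitine array than on each control array, where the mean log2 fold change of the T and NK cell markers was -0.50.

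**Figure D5:**
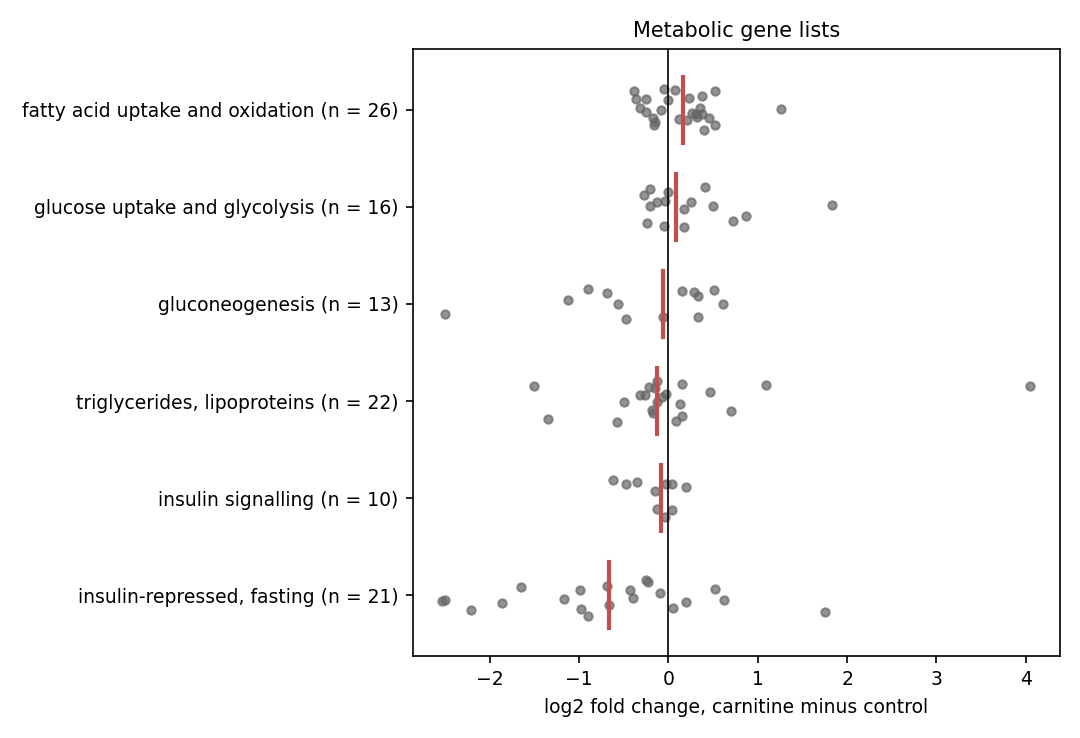
log2 fold change, carnitine minus control, of each gene of 6 metabolic lists, with 1 point per gene spread vertically for legibility, a red bar at the median and a black line at 0. The median of the insulin-repressed and fasting list (-0.66) lies farther from 0 than those of the other lists, and the rightmost point in the triglyceride and lipoprotein list is APOA4.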

Regarding the strong similarities between pigs and humans with regard to metabolism, our data obtained in piglets can be considered as relevant for humans. Future studies employing both, transcriptomics and metabolomics are required to confirm a correlation between alterations in gene expression and modulation of carbon fluxes through metabolic pathways.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

RR and KE designed research and coordinated the study; JK carried out the feeding experiment and the molecular biological analyses; HK supervised the feeding experiment and performed the chemical analysis of experimental diets; JK and RR performed bioinformatical data analyses; SP and RG were involved in microchip data visualization; JK, RR and KE wrote the paper. KE had primary responsibility for final content. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

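Liver RNA of piglets fed a control diet or a diet with added L-carnitine was measured on 4 Affymetrix porcine GeneChips, with 2 pools per diet and RNA of 4 pigs in each pool. The authors deposited 1 table of MAS5 signal intensities on a linear scale, after background subtraction, summary over the probe pairs of a probe set and scaling of the arrays to a common trimmed mean. The submitters' processing notes name GCOS 1.1.2, Affymetrix Expression Console 1.1 and MAS5 5.0. Detection calls and probe-level values were not used here, and the filter that preceded the study's list of differentially expressed probe sets is not given in the sources used here beyond the fold threshold of 2. Arrays have no read depth, and their number limits the precision: the fit has 2 residual degrees of freedom. The ratio of signal to background is not known without detection calls, and dim signals vary most.
All columns were matched to their pools by the labels. Signals were put on the log2 scale with no pseudocount, 124 control probe sets were left out and 23999 were kept with no filter on signal. Fold changes were taken from the mean log2 signals, and limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend) gave standard errors and p-values, adjusted over all probe sets by the Benjamini-Hochberg method at a threshold of 0.05. Gene symbols came from the array's annotation, which can be old and was updated through a gene table: 10069 probe sets have 1 symbol, 198 several and 13732 none, and symbols that Table 2 of the paper gives for unnamed probe sets are the paper's. No genome coordinates are given, since the annotation names no build. In total 28 pathway lists and 13 lists of cell type markers were written before the data were examined, and 27 and 5 of them, those with at least 5 genes above the median signal, were tested with camera on 5039 genes, with adjustment over the pathway lists and over the cell type lists separately. The members that the paper's Tables 2 and 3 and its Discussion name were known when the lists were written. A synonym in the gene table that pairs MKI67 with NIFK, another gene, was not followed, which was noticed after a first run of the list tests.
The text names, by a rule set before the data were examined, the genes of Tables 2 and 3 and of the Discussion, the 10 genes with the largest increase and the 10 with the largest decrease among probe sets with 1 symbol, all 4 pairwise comparisons in one direction, an unadjusted p under 0.05 and a signal above the median in the higher group, up to 4 members of each list with the smallest p, and the genes of carnitine synthesis and transport. Values in the paper's tables had been seen by then. Outside the rule, AKT2, CYP2D25, CYP3A22, DGAT1, DGAT2, FBP1, FKBP5, GAPDH, NOP58, PC, SESN1, SLC37A4, SRSF5, TCN1, HNRNPL and GALP were chosen after their values were seen.
Alternatives set before the data were examined were quantile normalization, centring on the median, a floor at the 25th percentile of each array, an offset of 64, filters at the median and the 75th percentile of signal, arithmetic means, 3 stricter rules for a difference, other variance models, the one-factor analysis of variance of the statistics section, replicate numbers as a block, leaving out each pool in turn, and, for lists, camera with an estimated correlation, fry, no filter on dim genes and the mean over probe sets. The fits were tested on simulated data with the spread of these arrays over 23999 probe sets, carnitine against control. Of 50 probe sets changed by 4-fold, 56% passed the adjusted p and 100.0% an unadjusted p under 0.05. For 2-fold the shares were 2% and 72%, for 8-fold 74% and 100.0%, and for 16-fold 92% and 100.0%. Since dim signals vary most, these shares need not hold for the 3390 probe sets at 2-fold below the median signal. Of the unchanged probe sets 6 passed the adjusted p and 4.67% had an unadjusted p under 0.05. A simulated list shift of 0.5 was recovered as 0.56, and 0 of 19 unshifted lists passed. Among the called lists the estimated correlation ranged from 0.087 (cytosolic chaperones) to 0.90 (T and NK cells), against the preset 0.01. Whether camera at that preset holds its error rate at such correlations was not tested. The enrichment analysis by DAVID, the real-time PCR and the liver carnitine concentrations were not analysed here. Some genes of the paper's tables are not reported here.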

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

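Which gene groups lie outside the paper's discussion was settled after the results were seen.
Several genes that the paper does not discuss had higher signals in both carnitine pools than in both control pools. HGH1 had a log2 fold change of 3.25 (standard error 0.51, adjusted p = 0.208 from limma), with control signals of 15.9 and 15.0 that lie far below the median signal, while its brighter probe set had 0.55 (standard error 0.19). ALAS1, the rate-limiting enzyme of heme synthesis, had 2.72 (standard error 0.83; 1.49 without control pool 2 and 3.96 without control pool 1) on a dim probe set. Its brightest probe set gave 2.47 (standard error 0.36; 3.06 without control pool 1 and 1.88 without control pool 2). The mean signal of that brightest probe set was 15997 in the carnitine pools and 3134 in the control pools. MFSD2A, a carrier of lysophospholipids, had 2.52 (standard error 0.81; 1.47 without control pool 2 and 3.57 without control pool 1), and PPRC1, a coactivator of mitochondrial genes, 2.38 (standard error 0.23), with -0.40 (standard error 0.70) on a dim probe set; it passed among probe sets above the median signal (adjusted p = 0.0426). The heat shock genes HSPH1 and HSP70.2 had 2.26 (standard error 0.22) and 2.19 (standard error 0.35). The value of HSP70.2 was 2.74 without control pool 2 and 1.64 without control pool 1. With all 4 pools and all probe sets none of these genes passed the adjusted p.
The chaperone lists stood out as groups, with a median log2 fold change of 0.20 for 32 cytosolic chaperones (14 higher and 3 lower in all 4 pairwise comparisons) and 0.35 for 18 chaperones of the endoplasmic reticulum (10 higher and 2 lower). Both calls were lost with an estimated correlation (adjusted p = 0.622 from camera for each), as were those of all other pathway lists. The cytosolic median was 0.056 without carnitine pool 2. Table 4 of the paper holds a cluster of protein folding. The paper's Table 2 lists PTGES3, a member of the cytosolic list, as TEPB, and its running text names no gene of either list.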

How the results depend on the processing

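All alternatives in this part were set before the data were examined, and none was added later. Scaling, centring, robust variances, arithmetic means and the rule of 1 direction kept the counts within 1.5 times, and the log2 direction of 175 named probe sets turned under quantile normalization or centring in 0 cases. Dim signals set most of the 2-fold count. With 2 pools per diet the fit has 2 residual degrees of freedom, to which limma adds those of the variance trend. Where a diet is left with 1 pool, that pool is assumed to vary like those of the other diet. The p-values and calls of such fits therefore do not measure the spread between pools of that diet. The cause was not tested except where fewer probe sets or pools enter.
The count of 3828 probe sets at 2-fold became 889 with the floor, of which 884 were among the 3828. It was 265 with the offset of 64 (64.2% of them higher, against 50.3%). Above the median and the 75th percentile of signal it was 438 and 187. With all 4 pairwise comparisons at 2-fold it was 818, and with an unadjusted p 1026. Leaving out a pool gave 4505 to 5052, with 73.8% to 77.0% of the 3828 shared. The count past the adjusted p, 1, was 2 with the floor (SLC18A2 joined), 3 above the median signal (SLC18A2 and PPRC1 joined), 2 above the 75th percentile (SLC18A2 joined), 0 without a variance trend (1686 at an unadjusted p), 0 with the one-factor analysis of variance (1682) and 0 to 8 when a pool was left out. Without control pool 1 the 8 included GSTA1, HNRNPL, ALAS1 and CYP2J34, higher, and TCN1 and ACTA2, lower. Without control pool 2 the 4 were GSTA1, GALP and 2 probe sets of HSP70.2. At an unadjusted p the count of 2076 ranged from 984 to 3003 without 1 pool and was 779 above the 75th percentile.
With the replicate number as a block, 106 probe sets passed (68 higher, 38 lower), 36 of 175 named ones gained a call and the hepatocyte list gained one (-0.12, adjusted p = 0.0314). The differences between pool 1 and pool 2 correlated across probe sets at 0.0049 between the diets, so that the pools share only a number.
Of 32 lists, 7 passed, against 0 with an estimated correlation and 0 with fry. With an estimated correlation the smallest unadjusted p of the pathway lists was 0.0942, so that their shared 0.622 does not rank them. The called medians, -0.66 for insulin-repressed genes, 0.57 for ribosome biogenesis, -0.22 for ribosomal proteins, 0.20 and 0.35 for cytosolic and endoplasmic reticulum chaperones, 0.13 for the proteasome and -0.50 for T and NK cells, have adjusted p = 0.622 (0.696 for T and NK cells) with an estimated correlation, and with fry 0.302 (insulin-repressed genes, ribosome biogenesis, cytosolic chaperones), 0.375 (endoplasmic reticulum), 0.453 (proteasome, ribosomal proteins) and 0.655 (T and NK cells). With dim genes kept in, splicing (0.18) and the cell cycle (0.39) gained a call, T and NK cells (-0.26) lost it and glycolysis turned (-0.00998). With the mean over probe sets the proteasome (0.13) lost its call and gluconeogenesis (0.15) and ATF4 targets (0.072) turned, and 2 of the lists gave no value. Acute phase (0.010) and hepatocyte (0.030) lists turned with quantile normalization, the respiratory chain (0.00062) with centring and meal-induced genes (-0.0042) with the offset.
Leaving out each pool, 7 to 11 lists passed, and medians ranged over -0.018 to 0.23 for fatty acid oxidation, -0.11 to 0.44 for peroxisomal oxidation, -0.20 to 0.067 for gluconeogenesis, -0.45 to 0.23 for fatty acid synthesis, -0.54 to -0.084 for cholesterol synthesis, -0.34 to 0.019 for insulin signalling, -0.30 to 0.43 for meal-induced genes, -0.40 to -0.096 for the circadian clock, 0.047 to 0.22 for the proteasome, 0.029 to 0.24 for splicing, 0.13 to 0.36 for chaperones of the endoplasmic reticulum, -0.25 to 0.039 for ATF4 targets, -0.19 to -0.063 for acute phase proteins, -0.11 to 0.031 for the respiratory chain, -0.20 to -0.065 for hepatocytes, -0.87 to -0.18 for T and NK cells, -0.88 to 0.29 for endothelial cells and -0.81 to 0.42 for stellate cells. Insulin-repressed genes (-0.74 to -0.44), ribosome biogenesis (0.45 to 0.64), ribosomal proteins (-0.29 to -0.16) and cytosolic chaperones (0.056 to 0.33) kept their sign and call whichever pool was left out. Ribosomal proteins had -0.11 with quantile normalization.
Among named genes, the floor turned R3HDM and hnRNP M (-0.026 each) and CD109 (0.054), the offset turned VWF (-0.074) and so did arithmetic means (-0.65). Without 1 pool the log2 fold change ranged over -4.33 to 0.27 for CD109, -0.53 to 1.28 for ACADSB, -0.23 to 0.64 for ACSL3, -0.10 to 1.05 for TMLHE, -0.048 to 0.44 for SLC22A5, -0.45 to 1.88 for PNPLA3, -0.61 to 0.25 for CYP7A1, -0.047 to 1.49 for CRP, -0.61 to 0.19 for JCHAIN, -0.80 to 0.060 for CDH5, -0.83 to 0.095 for LYVE1, -0.93 to 0.68 for PECAM1, -1.56 to 1.95 for VWF, -2.04 to 0.42 for TAGLN, -1.70 to 0.55 for DCN, -2.28 to 1.07 for ACTA2, -0.49 to 0.16 for COL1A2, -1.57 to 0.019 for EPCAM, -2.50 to 0.26 for SPP1, -0.54 to 0.28 for ELF3, -0.59 to 0.30 for GP9, -0.021 to 0.80 for VIL1 and -0.44 to 0.90 for AMY2.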

Differences from the paper's values

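The paper reports 638 probe sets at 2-fold or more, 372 higher and 266 lower, where 3828, 1927 and 1901 were counted here over all probe sets. The paper's text states no filter besides the fold. Under the alternatives set before the data were examined, the total came within 1.5 times the paper's 638 with the floor at the 25th percentile (889), with the filter at the median signal (438) and with all 4 pairwise comparisons at 2-fold (818), and under no other. The count of higher probe sets lay within 1.5 times the paper's 372 with the floor (484), with the filter at the median signal (255), with all 4 pairwise comparisons at 2-fold (427) and with 2-fold and an unadjusted p (546), and the count of lower ones, 266 in the paper, with the filter at the median signal (183) and with all 4 pairwise comparisons at 2-fold (391), and with none of the others.
A fold change was counted as different where its sign differed from the paper's or where the log2 values lay farther apart than the standard error of that gene here, a bound that is wider for genes whose pools vary more. For Table 2, 0 of 30 fold changes differed. For Table 3, 4 of the 11 with an annotated probe set differed. For ACADSB the paper gives a fold of 2.24 and the brightest probe set gave 1.29, which came within that bound of the paper's value without control pool 2 (2.42) and under no other alternative. The dimmer probe set of ACADSB, which the rule for choosing probe sets did not take, gave 2.24. For ACSL3 the paper gives 2.15 and 1.16 was found, for GPD1 the paper gives 2.87 and 1.82 was found, and for USP10 the paper gives -2.2 and 1.06 was found, and no alternative brought any of these within the bound. The nearest were 1.56 for ACSL3 without control pool 1 and 2.33 for GPD1 without control pool 2, and USP10 stayed above 0 on the log2 scale under each. The paper states that GPD1 was higher by at least 4-fold in its Discussion, against 1.82 here, which no alternative reached.
The paper states that all tested genes of Table 3 were differentially expressed on the arrays, some of them without passing its FDR threshold. Of the 11 with an annotated probe set, 7 differed by 2-fold or more here, and 0 passed the adjusted p. GLUT8, GPAT, MTTP, GPD1, FBXO32, ESRRG and DRE1 had the direction the paper gives. So did ACADSB and ACSL3, whose pools overlapped between the diets. Of the 11, USP10 alone had the opposite direction.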

Other observations

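The tests of variation between pools of one diet and of RNA integrity were chosen after the result was seen.
Over 30 genes of xenobiotic metabolism 2 were higher and 0 lower when adjusted over the list alone, ALAS1 and CYP2J34, while the median was -0.16, the mean 0.083 and the direction of the test down, so that they differ in sign, and the list did not pass (adjusted p = 0.228 from camera; median -0.26 without carnitine pool 1 and -0.075 without carnitine pool 2). The cytochrome P450 genes CYP2D25 and CYP3A22 had log2 fold changes of -0.60 (standard error 0.21) and -0.71 (standard error 0.27). SULT2A1, a sulfotransferase, had 0.96 (standard error 0.31), which was 0.61 without carnitine pool 2 and 1.32 without carnitine pool 1. Among PPARA targets, PLIN2, a coat protein of lipid droplets, had signals of 405 and 2121 in the carnitine pools and 196 and 336 in the control pools (log2 fold change 1.85, standard error 0.70, adjusted p = 0.527; 0.66 without carnitine pool 2 and 3.05 without carnitine pool 1). The transporter of carnitine SLC22A5 had a log2 fold change of 0.19 (standard error 0.28; -0.048 without control pool 1), and TMLHE and ALDH9A1, enzymes of carnitine synthesis, had 0.48 (standard error 0.40; -0.10 without control pool 1) and -0.28 (standard error 0.19), while BBOX1 was not analysed here. Among probe sets with 1 symbol, all 4 pairwise comparisons in one direction, an unadjusted p under 0.05 and a signal above the median in the higher group, the 10 largest decreases included, outside the paper's tables, those of TFF3 (-2.51, standard error 0.76), ADAM28 (-2.07, standard error 0.65), LOC100515383 (-2.05, standard error 0.56), ACVR1 (-1.85, standard error 0.27) and KLF11 (-1.75, standard error 0.45). The values of TFF3 and ADAM28 were -1.60 and -1.29 without carnitine pool 2, and -3.41 and -2.84 without carnitine pool 1.
Other lists did not pass in camera. Their median log2 fold changes were 0.38 for carnitine synthesis and transport (7 genes), 0.22 for the cell cycle (11), 0.19 for the interferon response (21), 0.18 for peroxisomal oxidation and PPARA targets (8), 0.11 for the urea cycle (17), -0.038 for the respiratory chain (47), -0.095 for antioxidant defence (20), -0.11 for acute phase proteins (23), -0.14 for ATF4 targets (13), -0.16 for fatty acid synthesis (10), -0.23 for the circadian clock (7) and -0.30 for cholesterol synthesis (12). Among cell type lists, Kupffer cells gave -0.27 (9 genes), stellate cells -0.19 (7) and endothelial cells -0.041 (6). Leaving out a pool called fatty acid synthesis (-0.45, adjusted p = 0.00761) and cholesterol synthesis (-0.54, 0.00191; -0.084 without carnitine pool 2) without carnitine pool 1, the circadian clock (-0.40, 0.0370; -0.096 without control pool 2) without carnitine pool 2 and acute phase proteins without carnitine pool 1 (-0.16, 0.0223) or control pool 2 (-0.19, 0.0150; -0.063 without control pool 1), and dim genes kept in called the cell cycle (0.39, 0.0351). The direction turned for fatty acid synthesis (0.23) and peroxisomal oxidation (-0.11) without carnitine pool 2, for ATF4 targets without carnitine pool 2 (0.028) or control pool 1 (0.039) and for the respiratory chain without carnitine pool 1 (0.031). Without 1 pool the medians ran from 0.21 (without carnitine pool 2) to 0.66 (without carnitine pool 1) for carnitine synthesis and transport, from 0.11 to 0.33 for the cell cycle and from 0.0085 to 0.20 for the urea cycle (the same pools), from 0.048 (without carnitine pool 1) to 0.29 (without carnitine pool 2) for the interferon response, from -0.14 (without control pool 1) to -0.034 (without control pool 2) for antioxidant defence and from -0.38 (without carnitine pool 1) to -0.0028 (without control pool 1) for Kupffer cells, with the highest for peroxisomal oxidation 0.44 and the lowest for ATF4 targets -0.25, both without carnitine pool 1, and the lowest for the respiratory chain -0.11 without carnitine pool 2. Stellate and endothelial cell markers had medians of -0.81 and -0.88 without control pool 1 and turned without control pool 2 (0.42 and 0.29). Cholangiocyte markers, 5 of which lay above the median signal without control pool 1, had a median of -1.57 there. Lists too short to test gave -0.35 for bile acids (4), -0.45 for cholangiocytes (4), -0.99 for erythroid cells (3), -0.25 for platelets (2), 0.39 for exocrine pancreas and gut (3, APOA4 among them) and -0.21 for B cells (1), and those of neutrophils, skeletal muscle and adipose tissue had 0 genes above the median signal.
The insulin-repressed and fasting list was lower in the carnitine pools. A share of hepatocytes different enough to move their markers by 0.5, the bound set for it, is argued against by those markers. Their median log2 fold change was -0.12 over 13 genes (adjusted p = 0.0713 from camera), and -0.20 without carnitine pool 1 or control pool 2. A smaller difference in that share is left open. A difference in feeding state or insulin action remains a hypothesis with values on both sides, since the 17 members that the paper does not name had a median of -0.40, 12 of them lower, with a camera p of 0.00275 that became 0.136 with an estimated correlation, whereas the genes that insulin or a meal induces did not pass (median 0.0082 over 18 genes, 9 above and 9 below 0, adjusted p = 0.373; -0.30 without carnitine pool 1, and 0.43 and called without carnitine pool 2). Variation between pools of one diet cannot be told apart from it for these genes, since 14.3% of the members (3 of 21) differed by 2-fold or more between the control pools, which lies between the bounds set for the test. Across the members, the differences between the control pools correlated with those between the diets at 0.040, a value that does not go with such variation. The paper reports no difference in feed intake between the groups, and the livers of both diets were taken 2.5 h after a meal. Intake at that last meal was not analysed here, so that an effect of L-carnitine and one of the last meal are both open.
The count of probe sets at 2-fold was nearly as high in divisions of the arrays that mix the diets, with the real count 1.12 times the highest other over all probe sets and 1.04 times below the median signal. Noise of dim probe sets may account for this, since above the 75th percentile of signal the ratio was 3.34. RNA integrity or labelling cannot be told apart from diet, because the GAPDH 3' to 5' ratio was 1.44 times as high on the carnitine arrays with no overlap, while the EF1A ratios overlapped and those of the dap spike-in lay on the opposite side. For the adjusted p, 1 of the 3 divisions, the real one, gave a count as large as its own 1 probe set, the highest other was 0, and 3 divisions are too few for a share under 0.05.
The glutathione S-transferase probe set rose, with a log2 fold change that was 7.38 and 6.66 when carnitine pool 1 or 2 was left out, although the call was then lost (adjusted p = 0.240 and 0.954). Whether a sequence variant or a transcript form was read by that probe set only cannot be decided from the 4 other probe sets annotated to GSTA genes. Their log2 fold changes were no larger in size than 0.61. Those of GSTA1 had mean control signals of 28096 and 39099, where the highest signals of the arrays were 46892 to 57962. They had little room to rise, and the others belong to GSTA4, another gene. An induction of xenobiotic metabolism as a group would have needed a median above 0.3 by the bound written beforehand and counted as excluded with a median within 0.1 of 0. The median without GSTA genes was -0.16, with 8 of 28 genes higher, which is on the opposite side of 0 from the rise that induction needs but farther from 0 than the bound for excluding it, so that this test leaves it undecided. An effect of L-carnitine on this gene stays open, and probe sequences were not used here.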
